# Striatal transcriptomic alterations immediately after short-term abstinence from methamphetamine self-administration in rats

**DOI:** 10.1186/s13041-025-01249-z

**Published:** 2025-11-04

**Authors:** Won-Jun Jang, Sang-Hoon Song, Taekwon Son, In Soo Ryu, Jung Hoon Jung, Sooyeun Lee, Chul-Ho Jeong

**Keywords:** Drug addiction, Methamphetamine, Biomarkers, Key genes, Reward mechanisms, Synaptic plasticity

## Abstract

Substance use disorders, particularly drug addiction, are complex neurophysiological conditions characterized by cycles of compulsive drug use, withdrawal symptoms, and relapses. Methamphetamine (MA) addiction evolves through repeated exposure, altering brain circuits related to reward and neuroplasticity. The need for reliable biomarkers to diagnose and monitor MA addiction has become increasingly critical in clinical practice. In this study, we explored the time-dependent transcriptomic changes in the rat striatum immediately after short-term abstinence following MA self-administration. Using a rat model, we conducted RNA sequencing to analyze the transcriptomic alterations in the striatum immediately after the self-administration and short-term abstinence phases (12- and 24-h post-MA). Through protein–protein interaction (PPI) network analysis and gene expression pattern assessment, we identified key genes that demonstrated significant expression changes. These genes were strongly linked to reward mechanisms, synaptic plasticity, and memory processes, suggesting a role in mediating MA-associated behaviors. Understanding the expression dynamics of these genes provides valuable insights into the molecular mechanisms underlying MA addiction and offers a foundation for developing diagnostic tools and therapeutic strategies targeting addiction-related neural adaptations.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13041-025-01249-z.

## Introduction

Methamphetamine (MA) is a highly addictive psychostimulant that induces physical and psychological dependence by disrupting the central nervous system (CNS). The initial use of MA induces powerful euphoria and arousal effects, which promote drug-seeking behavior, and repeated drug use subsequently reinforces addiction [1, 2]. From a neurophysiological perspective, drug addiction is characterized by an abnormal increase in dopamine release, resulting in excessive activation of the brain’s reward circuitry [3, 4]. This excessive activation is accompanied by changes in the density of neurotransmitter receptors, resulting in changes in drug sensitivity [5, 6]. These physiological changes cause the brain’s reward system to be hyperactivated during drug use, thereby producing intense pleasure. However, severe withdrawal symptoms manifest upon cessation of drug use [7, 8]. These withdrawal symptoms are major factors contributing to relapse after periods of abstinence [9, 10].

Short-term abstinence is a critical period during which significant metabolic and neurological adjustments occur following MA use [2, 11]. During this period, the body initiates recovery from the drug’s effects, although the process often involves an imbalance in neurotransmitter systems and the emergence of withdrawal symptoms [2, 8, 12]. Withdrawal symptoms refer to the physical and psychological responses that occur when drug use is reduced or discontinued, reflecting physical dependence or addiction. Drug withdrawal typically begins within a few hours of the last dose and serves as a key marker of dependence rather than a direct indicator of addiction, which involves compulsive drug use and behavioral impairments [8, 13]. Short-term abstinence provides an opportunity to observe immediate and dynamic changes in brain function and gene expression associated with drug cessation [12, 14, 15]. Understanding these changes is essential for identifying the biological mechanisms underlying reward, withdrawal, and the potential transition to addiction.

Recent studies have further highlighted the importance of region-specific transcriptomic responses to MA exposure. Miao et al. (2023) demonstrated that MA administration induces distinct transcriptomic and epigenetic changes across multiple brain regions in male rats, emphasizing the localized nature of MA-induced molecular adaptations in the brain [16]. In parallel, Daiwile et al. (2024) showed that incubation of MA craving in punishment-resistant rats was associated with the activation of specific gene networks in the dorsal striatum, suggesting molecular signatures underlying compulsive drug-seeking behavior [17].

Based on these findings, our study focuses on dynamic transcriptomic changes in the striatum during short-term abstinence following MA self-administration. Unlike previous studies that emphasized chronic exposure or compulsivity, our work highlights gene expression dynamics during the early abstinence phase, a critical but underexplored period in the addiction trajectory. This approach provides novel insights into the early molecular adaptations occurring after cessation of MA intake and offers a valuable foundation for identifying candidate biomarkers relevant to withdrawal. These insights could inform treatment strategies and support long-term recovery.

To investigate the molecular effects of MA immediately after the short-term abstinence phase, we used an MA self-administration model in male rats. We analyzed transcriptomic changes in the striatum, focusing on transcripts with significant expression changes during MA intake and at 12 and 24 h of short-term abstinence following cessation. Additionally, we constructed a PPI network to identify key genes within the transcriptomic dataset. Through Comparative Toxicogenomics Database (CTD)-enriched disease analysis of these transcripts, we identified 10 potential key genes, analyzed their stage-specific expression patterns, and investigated their molecular functions at the transcriptomic level.

Building on these findings, we analyzed the dynamic expression patterns of key transcripts identified immediately after the MA self-administration and short-term abstinence phases. By analyzing these patterns, we sought to interpret their biological significance in the context of MA-induced neuroplasticity and reward processing. This approach aims to provide critical insights into the molecular mechanisms underlying MA use and withdrawal, ultimately contributing to the development of diagnostic biomarkers and potential therapeutic targets for MA use disorders.

## Methods

### Animals

Adult male Sprague–Dawley (SD) rats weighing 310–350 g (Daehan Animal, Seoul, Republic of Korea) were housed individually in the experimental animal facility. The environmental conditions were consistently maintained at a temperature of 22 ± 2 °C and humidity of 60 ± 2%, under a 12-h light–dark cycle (lights on at 7:00 AM). Prior to the experiment, the rats were acclimated to the housing facility and provided ad libitum access to food and water. The experimental protocol was approved by the Institutional Animal Care and Use Committee of the Korea Institute of Toxicology, Daejeon, Republic of Korea (Approval No. 1702–0076) and adhered to the institutional guidelines for ethical scientific research. All methods involving animals are reported in accordance with ARRIVE guidelines. Euthanasia was done at the end of the study using carbon dioxide in accordance with the scientific research guidelines and regulations of the Korea Institute of Toxicology.

### MA self-administration and short-term abstinence model

MA self-administration and short-term abstinence were performed as described previously [11], with the addition of detailed information on reagents and apparatus used in the present study. Following acclimation, 8-week-old rats were trained in operant conditioning chambers equipped with two levers (active and inactive) and an infusion pump. Food training was conducted using 45 mg food pellets during daily 1-h sessions to establish lever-pressing behavior. Only rats that obtained more than 80 pellets/day for 3 consecutive days were selected for surgery. Indwelling jugular catheters (inner diameter 0.02″, outer diameter 0.03″; Dow Corning, Midland, MI, USA) were implanted under pentobarbital anesthesia (50 mg/kg, i.p.) and secured with Mersilene surgical mesh (Ethicon Inc., Somerville, NJ, USA). The catheter was exteriorized via a skin incision in the back and connected to a 22-gauge stainless steel cannula (Plastics One, Roanoke, VA, USA) fixed to the head assembly with dental cement. Catheter patency was maintained by daily flushing with 0.2 mL of sterile saline containing heparin (30 IU/mL) and gentamicin sulfate (0.33 mg/mL). After a recovery period of at least 5 days, the rats self-administered MA (0.05 mg/kg per infusion) (M, n = 24) or saline (S, n = 8) under a fixed-ratio 1 (FR-1) schedule with a 20-s timeout for 2 h per day over a 16-day period. In the S group (n = 8) and M group (n = 24), only animals showing stable lever-pressing behavior with less than 20% variation over the last three days of self-administration were included in subsequent experiments. Based on this criterion, 5 rats from the S group and 16 rats from the M group were selected. The M group was further divided into the M group (n = 4), MA12 group (n = 6), and MA24 group (n = 6). Four rats from each group were randomly selected for RNA sequencing analysis. The collected striatal tissue samples from each rat were immediately frozen in liquid nitrogen after dissection at each experimental stage and stored at -80 °C until analysis. After completion of all animal experiments, total RNA was extracted from all frozen striatal samples of all groups in a single batch to minimize potential batch-to-batch variation in RNA quality and downstream sequencing results.

### RNA extraction and RNA sequencing

Total RNA was extracted from whole striatal samples using the standard TRIzol® reagent method (Invitrogen, Carlsbad, CA, USA). The quality and concentration of the RNA were measured using a filter-based multimode microplate reader (FLUOstar Omega, BMG Labtech, Ortenberg, Germany), followed by quality control (QC) analysis to assess suitability for RNA sequencing. For RNA sequencing, four samples from each group were randomly selected from those that passed the QC. The selected total RNA was prepared for mRNA sequencing library construction using the TruSeq RNA Sample Preparation Kit v2 (Illumina, San Diego, CA, USA) according to the manufacturer’s protocol. Briefly, 1 μg of total RNA was used to isolate mRNA via poly-A capture with RNA purification beads, followed by enzymatic fragmentation. First- and second-strand cDNA synthesis was then performed, after which A-tailing and end repair were performed to ligate proprietary primers. Unique sequencing adapters with indexes were incorporated to enable identification of Illumina reads from multiplexed samples in a single sequencing lane. The samples were sequenced on an Illumina HiSeq 2000 platform with paired-end 101 bp reads using the TruSeq SBS Kit v3 (Illumina, San Diego, CA, USA). Raw imaging data were converted into sequence data through base-calling and stored in FASTQ format. The paired-end reads from sixteen independent samples were trimmed for both PCR and sequencing adapters using Cutadapt. The trimmed reads were aligned to the rn6 rat reference genome using STAR (version 2.7.0e) [18], and gene-level read counts were generated using the featureCounts function from the Subread package (version 1.6.4) [19].

### Statistical analysis of differentially expressed genes (DEGs)

To identify DEGs, we analyzed the raw count data obtained from RNA sequencing using the NetworkAnalyst web tool (https://www.networkanalyst.ca/). Briefly, the data were normalized using the Trimmed Mean of M-values (TMM) method, and significant features were selected based on a false discovery rate (FDR) of less than 0.05 using edgeR [20, 21]. DEG analysis between groups was conducted by comparing the saline self-administration group (S) with the MA self-administration group (M), the 12-h abstinence group after MA self-administration (MA12), and the 24-h abstinence group after MA self-administration (MA24). Gene expression differences between the self-administration groups were analyzed based on the criteria of FDR < 0.05 and a fold change (FC) of ≥ 1.5. The DEGs identified between the groups through differential expression analysis were further refined using Venn diagram analysis to select the final set of DEGs. The expression patterns of the selected DEGs were visualized using hierarchical clustering and a heatmap. For clustering, the complete method was applied, and the distance was calculated using the Euclidean method.

### Addiction-related genes (ARGs) list

We selected two reports [22, 23] to compile a list of ARGs. The ARG list used in this study was constructed based on the human ARG dataset reported by Li et al. (PLoS Comput Biol, 2008) and the rat-specific ARG dataset established by Song et al. (Sci Rep, 2018). Li et al. (2008) systematically collected 2,343 independent pieces of evidence from more than 1,000 peer-reviewed publications published between 1976 and 2006, integrating findings from multiple experimental platforms, including single-gene studies, transcriptomic/proteomic profiling, QTL mapping, and genetic linkage and association studies, to build the Knowledgebase for Addiction-Related Genes (KARG). Our previous study, Song et al. (2018) adapted and validated this KARG dataset to generate a rat-specific ARG list applicable to experimental addiction models. In the present study, these two resources were integrated and deduplicated to construct the final ARG dataset. The ARGs identified in these reports were converted to their corresponding rat gene homologs, and overlapping genes between the reports were consolidated, yielding a total of 957 ARGs.

### PPI network construction and network centrality analysis

The PPI network was constructed using the STRING application in the Cytoscape web tool (https://cytoscape.org), employing the STRING 400 option for enhanced network connectivity [24, 25]. To identify hub genes within the constructed network, we used a network analysis tool in Cytoscape to calculate the betweenness centrality (BC), closeness centrality (CC), and degree centrality (DC) [24, 25]. DEGs with values above the network average for BC, CC, and DC were selected. Hub genes were determined by identifying the common genes from the BC, CC, and DC lists using a Venn diagram. In the PPI network, hub genes were marked with red nodes, while ARGs were represented by nodes with black borders. To validate the importance of the key genes, we calculated the average BC, CC, and DC values for 317 nodes. This included 60 ARGs, 50 hub genes, and 20 key genes within the network. The results are presented as a bar graph showing the centrality metrics for each selected transcript.

### Comparative toxicogenomics database (CTD)-enriched disease analysis for key genes

To analyze the functions of the 20 key genes, we used the CTD (https://ctdbase.org/), applying a p-value threshold of 0.01 and limiting the disease category to mental disorders. Disease categories enriched by the 20 key genes were displayed in a hierarchical path. The significantly enriched key genes and their associated diseases were visualized as a disease-gene network using the Cytoscape software. Additionally, 11 key genes included in the disease-gene network were represented in a heatmap according to different phases, with the normalized expression levels of the transcripts displayed in a corresponding chart. Statistical significance was assessed using one-way analysis of variance (ANOVA), followed by Bonferroni’s multiple comparisons test.

### Pattern analysis of key genes

The final 10 key genes were categorized into three distinct patterns across the S-M-MA12-MA24 phases. Additionally, the expression levels and patterns of these genes and diseases were mapped onto a disease-gene network, highlighting their relationships at specific time points: the MA self-administration, 12-h abstinence, and 24-h abstinence phases.

### Statistical analysis

Data were analyzed using one-way ANOVA and two-way ANOVA, followed by Bonferroni’s multiple comparison test using GraphPad Prism 8 (GraphPad Software, San Diego, CA, USA). All data are presented as mean ± standard error of the mean (SEM). Statistical significance was set at *p* < 0.05.

## Results

### MA self-administration and short-term abstinence

Building on our previous work showing metabolomic changes immediately after short-term abstinence in MA self-administering rats [11], we now explore the transcriptomic alterations under the same conditions. MA was self-administered following the experimental schedule outlined in Fig. 1A [11]. Behavioral validation of MA self-administration was confirmed by lever-press counts and the number of infusions (Fig. S1). To analyze the transcriptomic expression patterns immediately after MA self-administration and short-term abstinence, the rats were further maintained for 12 h (MA12, n = 4) or 24 h (MA24, n = 4) after the final MA self-administration session. No significant differences were observed in the number of drug infusions among the M, MA12, and MA24 groups of MA self-administering rats (p > 0.05)(Fig. S1B).

**Fig. 1:**
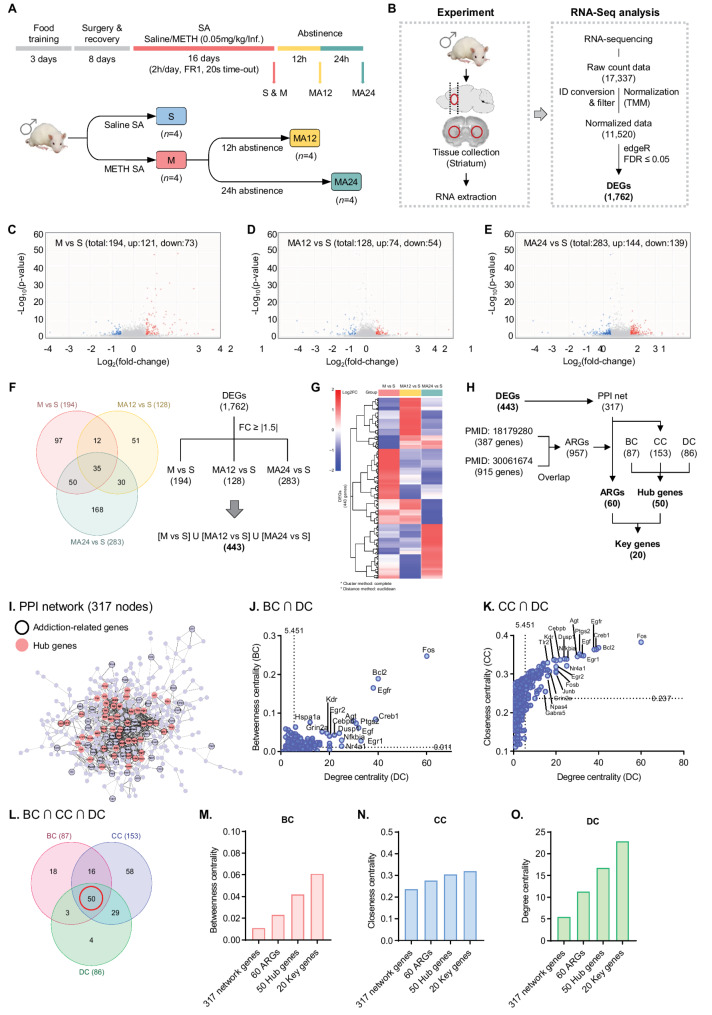
RNA-Seq analysis and identification of key genes in striatum of rats with MA self-administration and short-term abstinence. **A** Schematic overview of the animal experiment in this study. **B** Flowchart of the RNA sequencing analysis. **C**–**F** Volcano plot of DEGs: The x-axis represents the log2 FC, while the y-axis represents the -log10(p-value), reflecting the significance level of those changes. Red: up-regulated genes; blue: down-regulated genes; gray: unchanged genes in each group. **F** Venn diagram of the three groups and workflow for 443 DEGs, which are the union of three groups. **G** Heatmap and hierarchical clustering of the expression profiles of 443 DEGs. It uses hierarchical clustering with the Euclidean distance method (complete method) to generate the hierarchical tree. **H** The flowchart of identification of key genes for MA self-administration and short-term abstinence. **I** PPI network constructed using 443 DEGs. Black border: ARGs (n = 60); red node: hub gene (n = 50). **J** Scatter-plot of the betweenness centrality vs. degree centrality for 317 nodes of PPI network. **K** Scatter-plot of the closeness centrality vs. degree centrality for 317 nodes of the PPI network. The dotted lines represent the averages of BC, CC, and DC, respectively. **L** Venn diagram of BC (n = 87), CC (n = 153), DC (n = 86) groups. **M–O** Bar graphs of the mean BC, CC, and DC for 317 network genes, 60 ARGs, 50 Hub genes, and 20 key genes

### Gene expression profiling and identification of key genes using RNA-Seq analysis

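Each library came from the striatum of 1 male Sprague–Dawley rat, with 4 rats killed 12 h (MA12) and 4 killed 24 h (MA24) after the last of 16 daily sessions of MA self-administration. The S and M rats were not analysed here. According to the methods, poly-A RNA was sequenced as paired-end reads, which the authors trimmed with Cutadapt, aligned to rn6 with STAR and counted per gene with featureCounts. The values they deposited are these raw counts, without normalization. The paper's text does not name how reads on both strands or at several positions were counted, so counts of overlapping genes and of near-identical copies are uncertain. Between 17908962 and 23051969 reads per MA12 rat were counted on genes (median 22130406), and between 19690496 and 23850284 per MA24 rat (median 20120086). These totals did not differ between the groups (exact permutation test, two-sided, p = 0.8). The 10 genes with the most counts held at most 6.26% of a library. Rats of one group differed by more than sampling noise, with a chi-square of 9.96 to 28.9 per degree of freedom over the 12 pairs within MA12 and within MA24, and each was used as 1 replicate. The rat numbers end in N for all 4 MA24 rats and for 2 of the 4 MA12 rats, and the paper's text does not name what N stands for. From the counts, genes with a mean above 4 over the 8 rats were kept, and the 15% with the lowest variance were then removed. This is one reading of the filters the paper names. Its text does not say whether the limit of 4 applies to a mean, or on which scale variance was ranked. MA24 was compared with MA12 directly, with only these 8 rats in the fit, by TMM normalization and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DEGs were genes with an adjusted p below 0.05 and an FC of at least 1.5. Expression levels are given as log2 CPM with a prior count of 2, as mean ± SD over rats. With 4 rats against 4, the smallest p of the exact permutation test is 0.0286.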

To analyze the temporal transcriptome expression patterns immediately after MA self-administration and short-term abstinence, RNAs were isolated from the striatum, and total RNA sequencing was performed (Fig. 1B). The unique mapping rate averaged 91.52%, with raw count data identifying 17,337 genes compared to the rat reference genome (rn6). 

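The count table lists 17337 gene symbols, none of them repeated. In the MA12 and MA24 rats, 2792 of these symbols had no count in any library. A mean count above 4 was reached by 12652 genes. Removing the genes with the lowest variance left 10754, which made up the set tested for MA24 vs. MA12.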

Using NetworkAnalyst, raw count data containing 17,337 features were matched at a rate of 95%, yielding 16,516 genes. Low-abundance features with raw count values of ≤ 4 and those with a variance percentile rank below 15 [26, 27], indicating unstable expression across conditions, were filtered out, leaving 11,520 genes. The data were normalized using the TMM method, and DEGs were identified using edgeR, yielding 1,762 DEGs with an FDR of ≤ 0.05 (Fig. 1B, Table S1). DEGs with an absolute FC ≥|1.5| were considered significant when comparing the M, MA12, and MA24 groups to the S group. In the M vs. S comparison, 194 DEGs were identified (121 upregulated and 73 downregulated; Fig. 1C, Table S2). For MA12 vs. S, 128 DEGs were identified (74 upregulated and 54 downregulated; Fig. 1D, Table S3). In the MA24 vs. S comparison, 283 DEGs were identified (144 upregulated and 139 downregulated; Fig. 1E, Table S4). A Venn diagram analysis was performed to compare the three groups, with 443 DEGs selected as the union across all groups (Fig. 1F, Table S5). The expression levels (FC) of the selected 443 DEGs were examined using hierarchical clustering and a heatmap. Clustering was performed using the complete cluster and Euclidean distance methods (Fig. 1G).

One potential concern with our analytical approach is that direct comparisons between the S group and the MA12 or MA24 groups are confounded by differences in both drug exposure and sampling time points, limiting the interpretability of these contrasts. To better characterize the temporal dynamics of MA-associated gene expression, we therefore conducted additional analyses comparing the M group with the MA12 and MA24 groups, as well as MA12 with MA24. Using the M group as the reference, we identified 592 DEGs, approximately 355 of which overlapped with the 443 DEGs from our original analysis. Specifically, 352 DEGs were identified in MA12 vs. M (up: 203, down: 149); 252 DEGs in MA24 vs. M (up: 81, down: 171); and 318 DEGs in MA24 vs. MA12 (up: 98, down: 220) (Fig. S2). 

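When MA24 was tested directly against MA12, 264 of the 10754 genes were DEGs, of which 79 were upregulated and 185 downregulated. At an unadjusted p below 0.05 there were 2538 genes. The groups did not overlap for 220 of the 264 DEGs, and for 15.6% of all genes tested, where chance gives 2.86%. The 318 genes of the paper are those of its 1762 DEGs in Table S1 whose log2FC against S differs between MA24 and MA12 by at least the log2 of 1.5. Of these 318 genes, 316 were tested here. The paper's log2FC values come from counts of the same rats, so the shared sign of all 316 is not an independent test. The threshold was passed by 231 of them (70 upregulated and 161 downregulated), and 298 had an unadjusted p below 0.05. Another 33 DEGs were outside the paper's list. The setting that moved the count most was the kind of rat number as a covariate, chosen after the data were seen, which left 47 DEGs. Restricted to the rats numbered with N, there were 116 DEGs, of which 68 were upregulated. All MA24 rats have N, so both settings compare them with MA12 rats 4N and 7N and are not separate checks. That contrast rests on fewer rats, which by itself lowers the power to call DEGs.
Among DEGs whose groups did not overlap and whose mean count was at least 50, *Ltk* rose most. Its level was 4.20 ± 0.24 in MA12 and 5.18 ± 0.49 in MA24 (SD, n = 4 rats each), a log2FC of 1.03 (SE 0.18, adjusted p = 0.00606, edgeR quasi-likelihood test). *Slc12a3*, *Kcnk4*, *Ciart* and *Per2* followed with log2FC values of 1.00, 0.99, 0.98 and 0.96. *Ciart* and *Per2* are clock genes, and the groups were killed 12 h apart after their last session. Time of day of collection is thus a candidate explanation, which the design cannot separate from the length of abstinence. *Slc12a3* passed narrowly (adjusted p = 0.0442, edgeR). It no longer passed under most alternatives, such as without the variance filter (0.0711), with all 3 groups in the fit (0.0557) or without MA24 rat 14N (0.0981). It still passed with DESeq2 (0.0109) and among the rats numbered with N (0.0230, edgeR). The largest fall was that of *Pnpla1*, from 3.41 ± 0.67 to 0.54 ± 1.13 (log2FC -2.68, SE 0.42, adjusted p = 0.00514, same edgeR test), although MA12 rat 21 was far below the other MA12 rats. *Clca1* (-1.89), *Trpc5* (-1.55) and *Plcxd3* (-1.39) also fell, and MA24 rat 16N had the highest *Clca1* level of its group by a wide gap. *Trpc5* had few counts, from 5 to 55 in MA24 rats, and also passed narrowly (adjusted p = 0.0492, edgeR). It was no longer a DEG under most alternatives. Its adjusted p (edgeR) was 0.0843 without the variance filter, 0.154 without MA12 rat 21 and 0.296 among the rats numbered with N. With DESeq2 it still passed (0.0140). *Nts* had the smallest adjusted p of all genes tested (6.52e-04, edgeR). Its level fell from 4.01 ± 0.37 to 2.52 ± 0.11, a log2FC of -1.54 (SE 0.18).

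**Figure D1:**
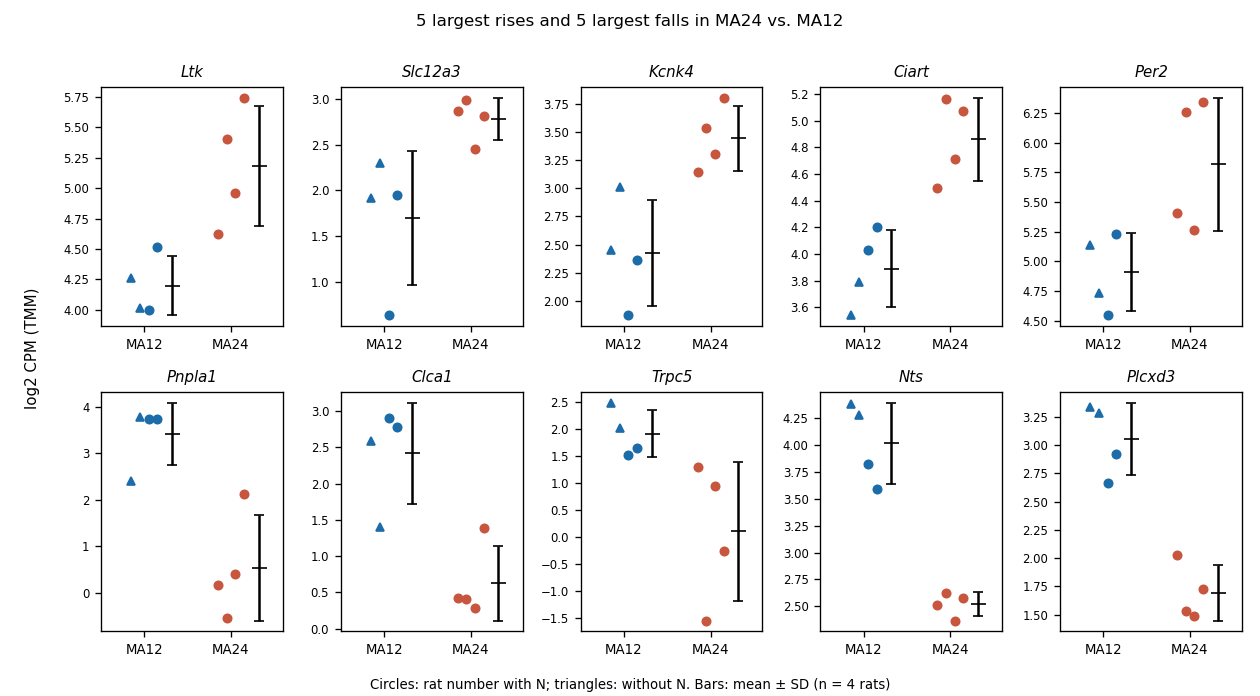
Log2 CPM of the 5 genes with the largest rise and the 5 with the largest fall in MA24 vs. MA12 among the 210 DEGs without overlap and with a mean count of at least 50, with one point per rat and bars for the mean ± SD (n = 4 rats). For *Nts*, the MA12 rats have a mean of 4.01 and the MA24 rats a mean of 2.52, without overlap.

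From the comparisons that used M as the reference and MA12 against MA24, the paper reasons that the change of baseline yielded broadly the conclusions of its original design with S as the baseline.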

Despite the inherent limitation of our original framework—which used the S group as the baseline and thus involved two varying factors (drug exposure and time point)—this alternative approach yielded conclusions broadly consistent with those derived from our initial design.

To identify the key genes showing dynamic expression changes immediately after MA self-administration and short-term abstinence, we performed a comparative analysis with ARGs and conducted a centrality analysis of the PPI network. The process of selecting key genes is illustrated in Fig. 1H. First, to compare the network genes with ARGs, we compiled an ARGs list. Using a PubMed search, we selected two papers [22, 23], from which we extracted 387 and 915 genes, respectively, and consolidated the overlapping genes to produce a final list of 957 ARGs (Fig. 1H, Table S6). Next, we constructed a PPI network from the 443 DEGs using the Cytoscape software, with the string 400 option applied. Networks consisting of single genes or networks composed of five or fewer genes were excluded. The largest remaining network consisted of 317 nodes and 864 edges (Fig. 1I, Table S7). To identify hub genes within the network, we performed a centrality analysis using BC, CC, and degree centrality (DC), which are commonly used measures of network centrality. Centrality analysis was conducted using the network analysis tool, Cytoscape. As a result, 87 genes for BC, 153 genes for CC, and 86 genes for DC were identified as above the network average (Table S8). The top 30 genes for each centrality measure are presented in Table S9. Additionally, the overlap between BC and DC, as well as between CC and DC, is shown in Fig. 1J and K. Notably, four genes—*Fos*, *Bcl2*, *Egfr*, and *Creb1*—ranked in the top four positions for all three centrality measures (BC, CC, and DC), confirming them as top hub genes in both the BC ∩ DC and CC ∩ DC analyses. A Venn diagram analysis of the BC ∩ CC ∩ DC overlap yielded 50 hub genes (Fig. 1L), which are indicated as red nodes in the 317-node network (Fig. 1I, Table S10).

Within the 317-node network, we identified 60 ARGs, which are marked with black-bordered nodes (Fig. 1H), and these ARGs are listed in Table S11. We examined the intersection between the 60 ARGs and 50 hub genes and ultimately identified 20 key genes. These key genes are listed in Table S10 and marked with black circles in the ARGs category. Through comparative analysis with ARGs and centrality analysis, we identified PPI network genes (317), ARGs (60), hub genes (50), and key genes (20). The average BC, CC, and DC values for the transcripts in each group were calculated and presented in a graph, demonstrating that the 20 key genes had the highest average BC, CC, and DC values. This suggests that these 20 key genes are likely to be important transcripts that were significantly altered immediately after MA self-administration and short-term abstinence (Figs. 1M–O).

### CTD disease enrichment analysis of key genes

The 20 key genes were identified as being significantly altered immediately after MA self-administration and short-term abstinence, indicating their potential central roles in these processes. To explore the relationship between these genes and mental disorders, we conducted an association analysis using the CTD, focusing on mental disorders that are highly relevant to addiction. The analysis revealed significant enrichment for eight diseases: substance-related disorders, mental disorders, substance withdrawal syndrome, cocaine-related disorders, anxiety disorders, morphine dependence, autistic disorder, and alcohol-related disorders (Fig. 2A). When these eight diseases were mapped onto the hierarchical paths of the CTD’s MEDIC disease classifications, they were represented as shown in Fig. 2B. Mental disorders were the top-level category, with four enriched diseases classified under substance-related disorders.

**Fig. 2:**
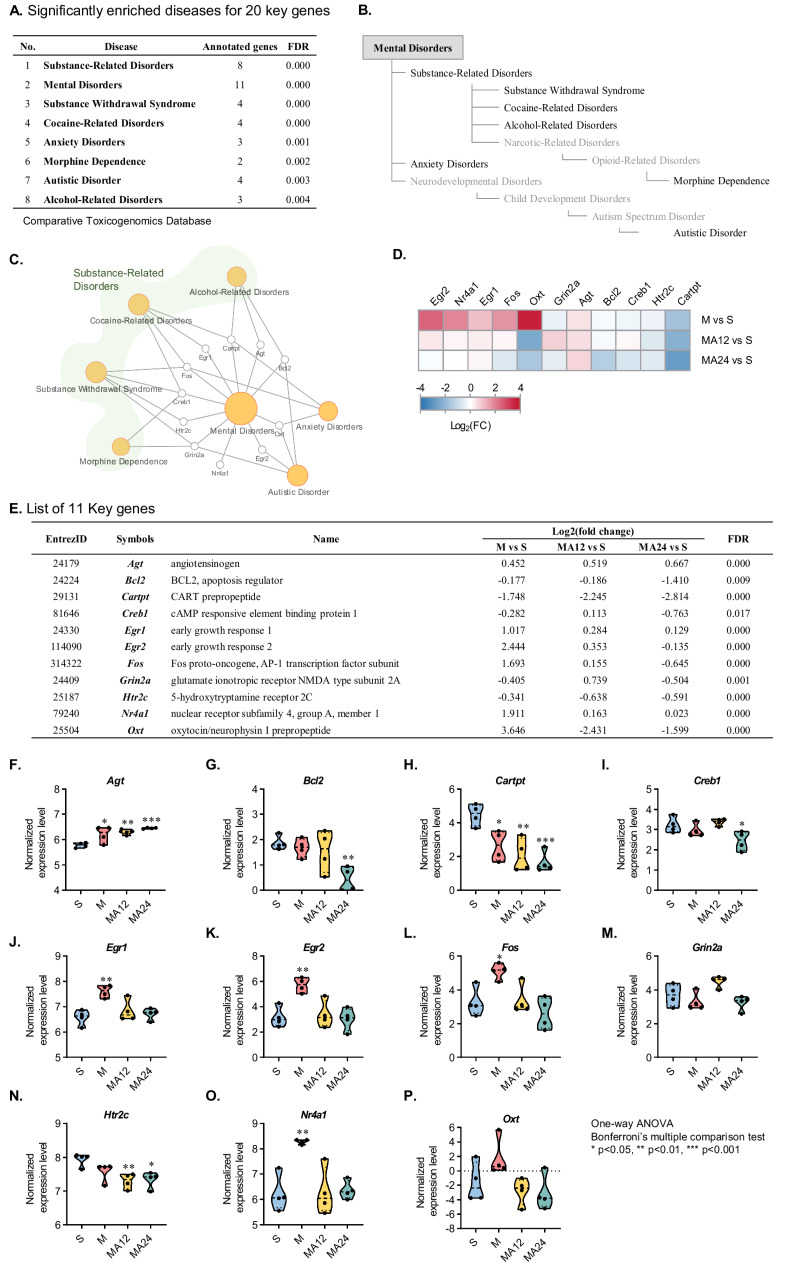
Significantly enriched disease analysis for key genes of MA self-administration and short-term abstinence. **A** List of significantly enriched diseases for 20 key genes. **B** Hierarchical paths of CTD MEDIC disease for significantly enriched diseases. **C** Disease-gene network for 11 key genes and 7 diseases. **D** Heatmap of 11 key genes for three groups (M vs. S, MA12 vs. S, MA24 vs. S). **E** List of 11 key genes for MA-self administration and short-term abstinence. **F**–**P** Normalized expression levels of 11 key genes in each phase (S-M-MA12-MA24)

The significantly enriched diseases were broadly classified into three categories: substance-related, anxiety, and autistic disorders. A disease-gene network illustrating the relationships between the eight diseases and the enriched genes is shown in Fig. 2C. A total of 11 genes (*Egr1*, *Egr2*, *Nr4a1*, *Fos*, *Oxt*, *Grin2a*, *Agt*, *Bcl2*, *Creb1*, *Htr2c*, and *Cartpt*) were found to be involved in this network. Changes in the expression levels of these 11 genes across different phases (M, MA12, and MA24) were visualized using a heatmap (Fig. 2D). The 11 genes are listed in Fig. 2E, and their phase-specific normalized expression levels are depicted in Fig. 2F-2P. 

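Of the 11 genes, 8 had a log2FC below 0 and 3 a log2FC above 0 in MA24 vs. MA12. With the p-value adjusted over all genes tested, 2 of the 11 passed the threshold between the abstinence groups, *Grin2a* and *Creb1*. Adjusted over the 11 genes alone, which the paper chose from these data, *Bcl2* passed as well, for 3 genes in all. The groups did not overlap for *Grin2a*, *Creb1* and *Agt*. The levels in the 8 rats spanned a wide range between genes, with MA12 means from -2.05 for *Oxt* to 7.24 for *Htr2c*.

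**Figure D2:**
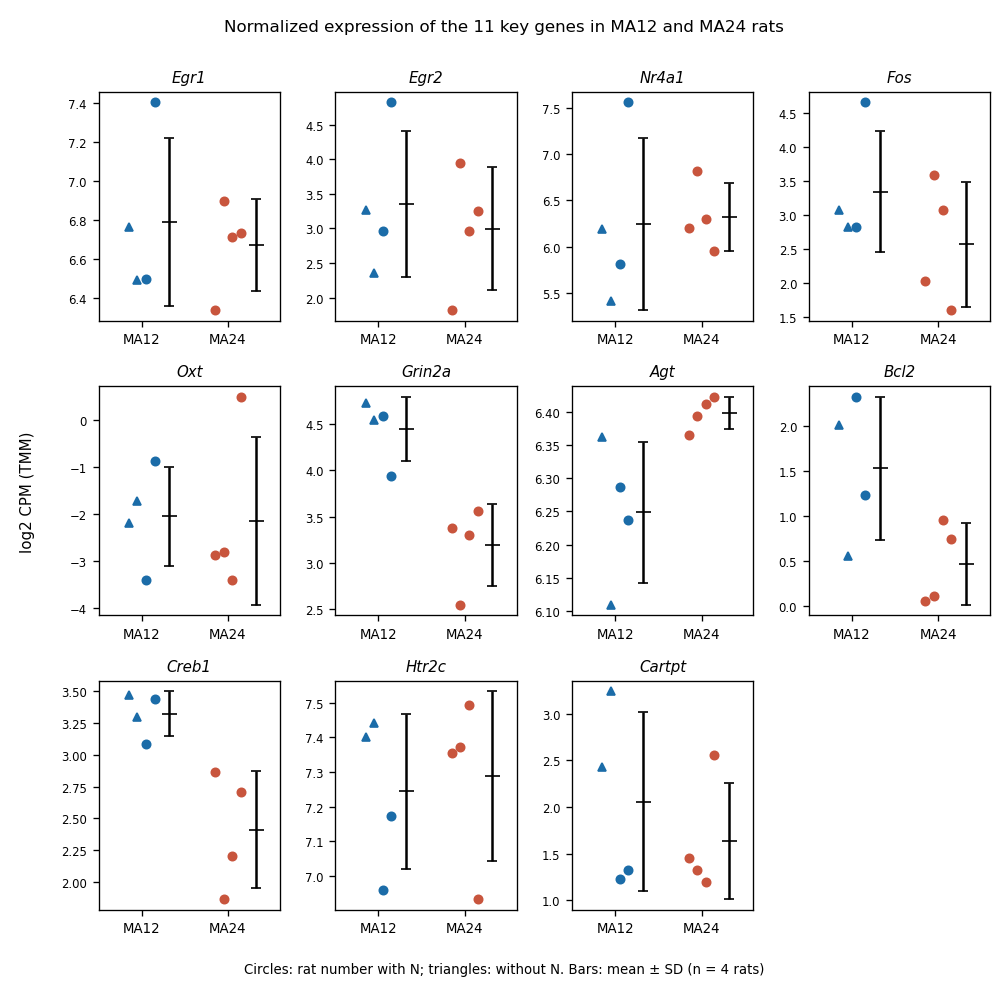
Log2 CPM of the 11 genes in MA12 and MA24 rats, with one point per rat and bars for the mean ± SD (n = 4 rats). Only *Grin2a*, *Creb1* and *Agt* have separate groups, and the axis of *Agt* covers a narrow range, with means of 6.25 in MA12 and 6.40 in MA24.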

Although all 11 genes passed the thresholds of FDR < 0.05 and FC >|1.5|, one-way ANOVA with Bonferroni’s multiple comparison tests revealed that *Grin2a* and *Oxt* did not show any phase-specific expression changes. We used functional enrichment and gene-pathway analyses to examine common pathways and functional gene modules among the 11 genes (Fig. S3). We confirmed that these genes share pathways related to the regulation of neurotransmission and addiction—amphetamine addiction, cholinergic synapse, dopaminergic synapse, the cAMP signaling pathway, circadian entrainment, and cortisol synthesis and secretion (Fig. S3A)—and that the pathways and genes interact to form functional modules (Fig. S3B).

### Analysis of gene expression patterns in key genes

We observed that the 11 identified genes generally demonstrated consistent gene expression patterns across phases. However, while 10 of these genes exhibited meaningful patterns, the expression changes in *Grin2a* were difficult to interpret. 

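*Grin2a* was lower in every MA24 rat than in every MA12 rat. Its level was 4.45 ± 0.35 in MA12 and 3.19 ± 0.45 in MA24 (SD, n = 4 rats each), from 271 to 628 counts in MA12 rats and 117 to 240 in MA24 rats. The log2FC was -1.25 (SE 0.19), with an adjusted p of 0.00471 in edgeR's quasi-likelihood test and p = 0.0286 in the exact permutation test (0.105 after adjustment over the 11 genes). Across the 13 alternatives run for this gene, which did not include RLE factors or other filters, the log2FC stayed between -1.38 and -1.06, and the adjusted p was at most 0.041.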

The 10 genes were categorized into three distinct expression patterns: (1) Pattern A: Genes that increased in expression during the M phase and then returned to or decreased towards the S phase levels as the experiment progressed through the MA12 and MA24 phases (Fig. 3A). This pattern included *Egr1*, *Egr2*, *Nr4a1*, *Fos*, and *Oxt*. 

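Between the abstinence groups, *Egr1*, *Egr2* and *Nr4a1* differed by less than the spread among rats. The level of *Egr1* was 6.79 ± 0.43 in MA12 and 6.67 ± 0.24 in MA24 (SD, n = 4 rats each; exact permutation p = 0.686). *Egr2* had 3.35 ± 1.05 and 2.99 ± 0.89 (exact permutation p = 0.657), and *Nr4a1* had 6.24 ± 0.93 and 6.32 ± 0.37 (exact permutation p = 0.857). The edgeR log2FC values were -0.16, -0.49 and -0.14, none with an adjusted p below 0.497 by the quasi-likelihood test. MA12 rat 7N had the highest level of all 8 rats for each of these genes. Without it, the signs changed, to log2FC values of 0.10, 0.28 and 0.52. With only the rats numbered with N, which include 7N, the falls were larger, at -0.33, -0.99 and -0.58, with adjusted p-values of at least 0.143 by the same edgeR test.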

(2) Pattern B: Genes that exhibited no significant changes during the M or MA12 phases but increased or decreased as the experiment moved into the MA12 or MA24 phases (Fig. 3B). This pattern included *Agt*, *Bcl2*, *Creb1*, and *Htr2c*. 

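*Creb1* had a level of 3.32 ± 0.18 in MA12 and 2.41 ± 0.46 in MA24 (SD, n = 4 rats each), a log2FC of -0.88 (SE 0.21, adjusted p = 0.0248 by edgeR's quasi-likelihood test). Among the rats numbered with N, its log2FC was -0.81 and no longer past the threshold (adjusted p = 0.127). *Bcl2* had few counts, from 33 to 105 in MA12 rats and from 20 to 36 in MA24 rats. Its level fell from 1.53 ± 0.80 to 0.46 ± 0.45, with overlapping groups (log2FC -1.23, SE 0.39, adjusted p = 0.0722, same test). With DESeq2 its adjusted p was 0.0374, and with edgeR's likelihood ratio test 0.0347. Under most alternatives *Bcl2* did not pass, with an adjusted p of up to 0.197 without MA12 rat 21 (quasi-likelihood test). *Htr2c* had the same level in both groups within the spread among rats, 7.24 ± 0.22 and 7.29 ± 0.24 (log2FC 0.05, SE 0.13, adjusted p = 0.856, same edgeR test).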

(3) Pattern C: Genes that decreased during the M phase and exhibited further declines through the MA12 and MA24 phases (Fig. 3C). *Cartpt* was the only gene with this pattern.

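Between MA12 and MA24, the decline of *Cartpt* was within the spread among rats. Its level was 2.06 ± 0.96 in MA12 and 1.63 ± 0.62 in MA24 (SD, n = 4 rats each; exact permutation p = 0.6). The log2FC was -0.58 (SE 0.40, adjusted p = 0.383, edgeR quasi-likelihood test). The 2 MA12 rats numbered without N had levels of 2.43 and 3.24, and those numbered with N had 1.23 and 1.33. The MA24 rats, all numbered with N, had 1.46, 1.32, 1.20 and 2.56. Among the rats numbered with N alone, the log2FC had the other sign, at 0.49 (adjusted p = 0.592, edgeR).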

**Fig. 3:**
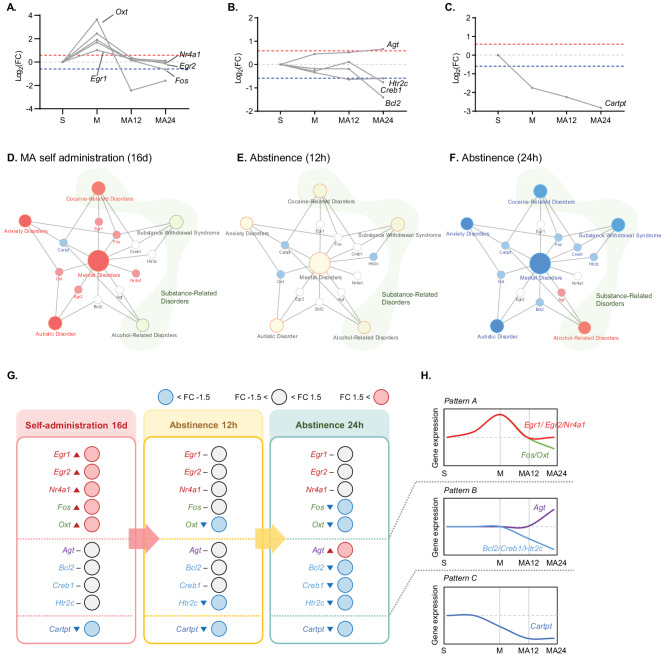
Expression pattern analysis of 10 key genes for MA self-administration and short-term abstinence. **A** Changes in Log2FC based on S phase of the five genes included in Pattern A. **B** Changes in Log2FC based on S phase of the five genes included in Pattern B. **C** Changes in Log2FC based on S phase of the one gene included in Pattern C. **D**–**F** Disease-gene up-down network for 11 key genes and 7 diseases in MA self-administration (16d), abstinence (12h), and abstinence (24h) phases. Red: up-regulated genes and diseases; blue: down-regulated genes and diseases; white: unchanged genes and diseases in each phase. **G** Diagram of expression levels for 10 key genes in each phase. **H** Simple diagram of gene expression changes of 10 key genes in each phase

These 10 genes were linked to 7 enriched diseases. A disease-gene network was constructed to connect the 7 diseases and 10 genes, classifying the diseases under the broader category of mental disorders, which was further subdivided into 3 disease groups. For each phase, color coding was used to indicate whether the genes were upregulated or downregulated. When more than 50% of the genes associated with a disease exhibited similar expression trends, the disease itself was also color-coded (Fig. 3D–F).

In the M phase, we observed upregulation in four disease classes: mental disorders, cocaine-related disorders, anxiety disorders, and autistic disorder. *Egr1*, *Egr2*, *Fos*, *Nr4a1*, and *Oxt* were significantly upregulated, whereas *Cartpt* was significantly downregulated (Fig. 3D). In the MA12 phase, the previously upregulated transcripts returned to the levels observed in the saline self-administration phase. *Oxt* exhibited a decreasing trend, and *Cartpt* continued its downward expression. *Htr2c* also showed a decreased expression. The genes associated with the diseases did not exhibit more than 50% concordance in expression direction; therefore, no consistent changes were observed at the disease level (Fig. 3E). In the MA24 phase, *Egr1*, *Egr2*, and *Nr4a1* maintained the expression levels observed in the saline self-administration phase. Notably, *Cartpt* exhibited decreased expression throughout the M, MA12, and MA24 phases. 

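The level of *Agt* was nearly constant across rats, and the filter on variance removed the gene, so it was tested with that filter left out. Each MA24 rat had a higher level than each MA12 rat, with 6.40 ± 0.02 against 6.25 ± 0.11 (SD, n = 4 rats each; exact permutation p = 0.0286, or 0.105 adjusted over the 11 genes). The log2FC was 0.15 (SE 0.07), with an adjusted p of 0.248 over all genes in edgeR's quasi-likelihood test.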

*Agt*, which showed no change in the M or MA12 phases, exhibited increased expression in the MA24 phase (Fig. 3F). We then categorized the expression levels of key genes for each phase and presented them in a simplified visual format (Fig. 3G). And the three dynamic patterns of the 10 key genes immediately after MA self-administration and short-term abstinence are summarized in Fig. 3H.

## Discussion

Given recent advancements in neuroscience and the growing prevalence of drug addiction, the need for objective biological markers for diagnosing and treating MA use disorder has become increasingly urgent [25, 28, 29]. Reports underscore this urgency, indicating that approximately 61% of individuals treated for MA use disorder relapse within one year [30]. Understanding the physiological and molecular mechanisms underlying MA addiction is critical for developing effective therapeutic strategies. MA significantly alters gene expression in specific brain regions, which in turn impacts behavior through interactions within neural circuits. For instance, MA disrupts dopamine signaling pathways, leading to various addiction-related behavioral changes [31]. Therefore, studying the genetic and molecular mechanisms underlying addiction is essential for advancing research and developing targeted treatments.

Due to ethical constraints in human studies, animal self-administration models remain essential for investigating the behavioral and neurobiological mechanisms of MA addiction [24, 28, 32, 33]. This approach enables controlled examination of drug-taking, withdrawal, and relapse, providing valuable insights into the molecular underpinnings of addictive behaviors. In this study, we employed a short-access self-administration model to investigate the reward process, a critical initial phase in the development of MA addiction. During this period, we observed dynamic transcriptomic changes in the striatum, a brain region crucial for the reward and addiction processes. The striatum plays a central role in mediating reward, motivation, reinforcement learning, and habitual drug-seeking behavior, and is strongly engaged by psychostimulants such as MA via mesolimbic and nigrostriatal dopamine systems [8, 34]. Repeated MA exposure induces long-lasting synaptic remodeling and transcriptional changes in the striatum, which are key mechanisms underlying the persistence and pathophysiology of addictive behaviors [12, 35].

Recent studies have highlighted the importance of the mechanisms underlying drug-taking and drug-seeking behavior, reward experience, self-administration memory, and extinction memory in the context of addiction. For instance, Gribkova et al. demonstrated how reward experiences are modulated throughout the addiction cycle using computational simulations [36], while others have studied the evolution of exploratory behavior, self-administration memory, and extinction memory over time [37]. These aspects are likely interconnected with the behavioral changes observed during withdrawal, with alterations in gene expression playing a pivotal role in shaping these processes.

Through transcriptomic analysis, we identified 10 key genes in the striatum that exhibited significant expression changes immediately after the short-term abstinence phase. Functional categorization of these genes revealed three distinct expression patterns. Pattern A (Fig. 3H) included five genes—*Egr1*, *Egr2*, *Nr4a1*, *Fos*, and *Oxt*—which showed increased expression during M phase but either returned to baseline or decreased during MA12 and MA24 phases. Pattern A genes—*Egr1*, *Egr2*, *Nr4a1*, *Fos*, and *Oxt*—may have been altered due to multiple factors, including acute activation of the dopamine-MAPK/ERK-CREB pathway immediately after MA exposure [12, 14, 38], high levels of lever-pressing behavior during self-administration [37, 39], stress and arousal responses in the early withdrawal phase [2, 8], and homeostatic reorganization of transcriptional networks [34].

Immediate early genes (IEGs) are crucial regulators of synaptic plasticity and neuronal activity in the brain, playing essential roles in neuroadaptation [16, 40]. Acute MA administration significantly increases the expression of IEGs, such as *Egr-1* and *c-fos* in the brain, contributing to synaptic plasticity and modulating monoamine neurotransmitters, such as dopamine and serotonin [38]. In contrast, chronic MA exposure decreases the expression of IEGs, including *Egr*-2 and *Fos*, suggesting their involvement in long-term neuroadaptive changes linked to drug addiction [41]. This dynamic expression of IEGs warrant further validation through cell type-specific and time course-dependent transcriptomic analyses in future studies. MA also induces a pronounced increase in *Fos* expression in reward-related brain regions, such as the striatum and nucleus accumbens. This suggests that *Fos* may reinforce drug-seeking behavior and modulate reward circuits, further contributing to the addiction process [14, 39, 42].

*Nr4a1* (Nuclear receptor subfamily 4, group A, member 1, or Nur77) has recently been implicated in addiction, particularly cocaine use [43]. Overexpression of *Nr4a1* in neurons projecting from the ventral pallidum to the mediodorsal thalamus (MDT) enhances drug-seeking behaviors and drug-induced reinstatement in mice. Conversely, downregulating *Nr4a1* suppresses drug self-administration and cocaine-mediated behaviors, highlighting its critical role in regulating drug seeking, relapse, and addiction-related adaptations. Thus, *Nr4a1* is a promising target for therapeutic interventions in addiction [43].

Oxytocin (*Oxt*)**,** a hormone secreted by the posterior pituitary gland, plays a role in parturition, lactation, and social bonding. Additionally, it modulates social and reward behaviors, suggesting its potential influence on the social and emotional dimensions of drug addiction. Additionally, *Oxt* has been proposed as a therapeutic target for reducing drug-seeking behaviors and facilitating recovery [44, 45].

In our study, five genes—*Egr1*, *Egr2*, *Nr4a1*, *Fos*, and *Oxt*—exhibited increased expression immediately after MA self-administration, followed by a reduction during short-term abstinence. These patterns closely resemble the behavioral dynamics of drug-taking and drug-seeking behaviors observed in animal models. Alterations in the expression of these genes may reflect neuroplastic changes in the brain’s reward circuitry, influencing MA reward mechanisms, drug-seeking behaviors, and consumption patterns. As the abstinence period progressed, gene expression trends varied. *Egr1*, *Egr2*, and *Nr4a1* returned to the expression levels observed in the S group or decreased further during the abstinence phases (MA12 and MA24). Notably, *Oxt* expression was significantly reduced at MA12, while *Fos* and *Oxt* expression declined further at MA24. These observations underscore the potential roles of these genes in mediating the neuroplastic adaptations and behavioral shifts associated with MA withdrawal and recovery. 

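In MA24 rats, the level of *Fos* was 2.58 ± 0.92, against 3.35 ± 0.89 in MA12 (SD, n = 4 rats each; exact permutation p = 0.257). The log2FC was -0.80 (SE 0.40), with an adjusted p of 0.237 in edgeR's quasi-likelihood test. MA12 rat 7N had 450 counts of *Fos*, and the other MA12 rats 149 to 200. Without rat 7N the log2FC of *Fos* was -0.12, and with only the rats numbered with N it was -1.23 (adjusted p = 0.0734, same edgeR test). *Oxt* was near the limit of detection, with 3, 5, 0 and 8 counts in MA12 rats and 1, 1, 0 and 25 in MA24 rats. Its log2FC in MA24 vs. MA12 was 0.83 (SE 1.10, adjusted p = 0.674, edgeR), a sign that rests on the MA24 rat with 25 counts. The mean level in MA24, -2.14 ± 1.78, was below that in MA12, and no change in either direction was detected (exact permutation p = 0.971).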

Additionally, four of the five genes in Pattern A (*Egr1*, *Egr2*, *Nr4a1*, and *Fos*) exhibited the same MA-induced upregulation pattern as in our previous work [24], supporting their potential as molecular markers of MA responsiveness. In contrast, *Oxt* showed an opposite expression change, which may reflect time-dependent effects of short-term abstinence on gene regulation. These findings highlight the importance of considering temporal dynamics when interpreting transcriptomic alterations related to addiction.

Next, we classified genes that exhibited no significant change in expression following MA self-administration compared to the saline control but showed significant expression changes during the abstinence period as Pattern B (Fig. 3H). The genes included in Pattern B are *Agt*, *Bcl2*, *Creb1*, and *Htr2c*. *Htr2c* began to decrease after 12 h of abstinence, while *Bcl2* and *Creb1* showed a reduction after 24 h of abstinence. Additionally, *Agt* exhibited a significant increase in expression after 24 h of abstinence.

*Htr2c*, a serotonin receptor, has been implicated drug addiction, playing a key role in regulating serotonin signaling within the CNS, which in turn influences the reward system and modulates susceptibility to addictive substances, including cocaine, alcohol, and MA [46–48]. Although *Htr2c*’s role in addiction and reward mechanisms is unclear, a recent pilot study suggested that its agonist reduced self-reported alcohol and amphetamine-type substance use and cravings in participants with alcohol use disorder and MA use disorder, respectively [48]. In our study, the observed decrease in *Htr2c* expression immediately after short-term abstinence suggests that it plays a critical role in modulating the reward response to MA.

*Creb1*, which demonstrated a significant decrease in expression after 24 h of abstinence, plays a well-known role in neuronal plasticity, decision-making, and long-term memory [49, 50]. Additionally, the cAMP response element binding protein (CREB) has been implicated in the development of drug dependence, which contributes to the negative emotional state observed during the early stages of withdrawal from drug exposure [12]. In the MA self-administration model, an increase in the expression of genes linked to the CREB signaling pathway and neuroinflammation was observed [51]. Furthermore, inhibiting CREB-related signaling reduced the reward effects during MA self-administration [52]. This suggests that changes in the expression of *Creb1* could be crucial for modulating the reward system.

Pattern C (Fig. 3H) included genes that exhibited decreased expression following the M phase and maintained reduced levels throughout both the MA12 and MA24 phases. Among these genes is *Cartpt*, which encodes the cocaine- and amphetamine-regulated transcript (CART), a neuropeptide that is activated in the brain during cocaine and amphetamine use. CART plays a critical role in appetite regulation, weight maintenance [53, 54], energy balance [55], and stress responses [56]. In the context of addiction, the CART primarily functions within the nucleus accumbens (NAc) and ventral tegmental area, both of which are central to reward processing and the formation of addiction-related memories [57–59]. Increased CART expression during drug use can help inhibit excessive dopamine release, thereby preventing overactivation of the reward circuit and potentially reducing addictive behaviors [57]. For instance, injecting CART into the NAc can suppress the dopamine surge and behavioral responses triggered by cocaine use, contributing to a reduction in neural sensitization and addictive behaviors [57]. In our study, we observed a significant decrease in *Cartpt* expression following MA self-administration, which persisted throughout the subsequent MA12 and MA24 abstinence phases. This decrease in *Cartpt* expression may lead to a reduced level of the CART neuropeptide, which could increase sensitivity to the rewarding effects of drugs within the reward circuit, thereby enhancing the formation of drug-related memories. This heightened sensitization can reinforce addictive behaviors, potentially increasing the risk of drug dependence.

MA-induced changes in gene expression significantly affect the brain’s reward system and drug memory circuits, playing a crucial role in repeated drug use even after withdrawal. In this study, we identified ten key genes that showed the most significant changes in expression immediately after a short abstinence period following MA self-administration. These genes persist in the brain after drug cessation and are essential for restructuring the reward system and influencing the memory circuits related to drug use through alterations in neural plasticity. Gene expression can vary across the stages of abstinence, withdrawal, and relapse, depending on acute or chronic drug exposure. During the early withdrawal phase, the expression patterns of IEGs, such as *Fos*, *Egr1*, and *Nr4a1*, demonstrated a coordinated, activity-dependent transcriptional wave that initiates synaptic plasticity and ensemble formation [60, 61]. These patterns are consistent with frameworks in which CREB-centered transcription orchestrates striatal circuit remodeling during withdrawal and early abstinence [62, 63]. Mechanistically, the collective expression changes point to convergent regulation of striatal excitability and motivation; for example, 5-HT2C signaling and oxytocin-based modulation reduce stimulant self-administration or MA demand in preclinical models [64, 65]. Moreover, alterations in CART (*Cartpt*) implicate a peptide system that constrains dopaminergic reward, suggesting that reduced CART tone during early abstinence could remove a homeostatic brake on drug seeking [66]. Our study investigated gene expression patterns showing significant changes immediately after the MA reward and short-term abstinence, indicating their involvement in MA reward mechanisms. Taken together, these findings offer profound insights into the transcriptomic changes linked to MA dependence and highlight their functional significance. These findings enable the use of key transcriptomic markers of drug reward mechanisms to improve the accuracy and precision of diagnosing early-stage MA addiction.

## Limitation

This study has several limitations that should be considered when interpreting the findings. First, Bulk RNA-seq is well suited for comprehensively exploring transcriptome-wide changes in biological samples and is particularly useful for identifying key genes and monitoring overall transcriptomic dynamics over time, as in the present study. However, additional approaches such as single-cell or cell-type-specific sequencing would be valuable for examining expression changes in specific cell types in the brain with higher resolution.

Second, our behavioral model employed a short-access self-administration model that captures reward-related processes but does not encompass the full course of MA addiction. Extended-access paradigms that include cycles of drug taking, withdrawal, and relapse may better model pathological states across the addiction spectrum and should be pursued to test the generality of the present transcriptomic patterns.

Third, despite rigorous sample selection and RNA-seq quality control, the relatively small number of biological replicates per group reduces statistical power and may limit generalizability. Moreover, only male rats were studied; given increasing recognition of sex as a biological variable, the exclusion of females prevents assessment of sex-dependent transcriptomic trajectories.

Fourth, while our transcriptomic analyses identified several key genes, independent validation using approaches such as qPCR or Western blot may be required. Future studies incorporating such validations, along with functional assays, will be essential to strengthen mechanistic insights and to determine whether these genes play a causal role in reward-related neuroadaptations.

Finally, there are limitations in translating these findings to clinical contexts. Our analyses were conducted in rat striatal tissue; moving toward clinical application will require careful consideration of interspecies differences and prospective validation in large, independent human cohorts. In that context, the key genes described here represent candidates—rather than established biomarkers—that merit evaluation for detectability in accessible biofluids (e.g., peripheral blood), visualization via neuroimaging readouts, and correlation with behavioral measures relevant to MA use disorder.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

Supplementary Material 10

Supplementary Material 11

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) database (accession numbers GSE211184 and GSE283226). All data generated or analyzed during this study are included in this published article and its supplementary information files.

## Abbreviations

ANOVA: Analysis of variance
ARGs: Addiction-related genes
BC: Betweenness centrality
CART: Cocaine- and amphetamine-regulated transcript
CC: Closeness centrality
CNS: Central nervous system
CTD: Comparative Toxicogenomics Database
DC: Degree centrality
DEGs: Differentially expressed genes
FC: Fold change
FDR: False discovery rate
FR-1: Fixed-ratio 1
IEGs: Immediate early genes
MA: Methamphetamine
MDT: Mediodorsal thalamus
PPI: Protein-protein interaction
QC: Quality control
rn6: Rat reference genome
SD: Sprague-Dawley
TMM: Trimmed Mean of M-values

# Supplementary material for: Striatal transcriptomic alterations immediately after short-term abstinence from methamphetamine self-administration in rats
**Source:** Mol Brain. 2025 Nov 4;18:82. doi: 10.1186/s13041-025-01249-z
**Supplement:** Supplementary file 6 — Supplementary Material 6

**Table S9.** Top 30 lists of BC, CC and DC genes in 317-PPI network

| **No.** | **EntrezID** | **Symbol** | **BC** | **FDR** | **EntrezID** | **Symbol** | **CC** | **FDR** | **EntrezID** | **Symbols** | **DC** | **FDR** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | 314322 | ***Fos*** | 0.247 | 0.000 | 314322 | ***Fos*** | 0.382 | 0.000 | 314322 | ***Fos*** | 60 | 0.000 |
| 2 | 24224 | ***Bcl2*** | 0.188 | 0.009 | 24224 | ***Bcl2*** | 0.368 | 0.009 | 24224 | ***Bcl2*** | 40 | 0.009 |
| 3 | 24329 | ***Egfr*** | 0.165 | 0.002 | 81646 | ***Creb1*** | 0.364 | 0.017 | 81646 | ***Creb1*** | 39 | 0.017 |
| 4 | 81646 | ***Creb1*** | 0.084 | 0.017 | 24329 | ***Egfr*** | 0.363 | 0.002 | 24329 | ***Egfr*** | 38 | 0.002 |
| 5 | 24179 | ***Agt*** | 0.078 | 0.000 | 29527 | ***Ptgs2*** | 0.352 | 0.000 | 24330 | ***Egr1*** | 33 | 0.000 |
| 6 | 24472 | ***Hspa1a*** | 0.076 | 0.000 | 25313 | ***Egf*** | 0.348 | 0.023 | 25313 | ***Egf*** | 32 | 0.023 |
| 7 | 29527 | ***Ptgs2*** | 0.073 | 0.000 | 24330 | ***Egr1*** | 0.347 | 0.000 | 29527 | ***Ptgs2*** | 31 | 0.000 |
| 8 | 297595 | ***P3h3*** | 0.063 | 0.000 | 24179 | ***Agt*** | 0.346 | 0.000 | 24179 | ***Agt*** | 30 | 0.000 |
| 9 | 25313 | ***Egf*** | 0.061 | 0.023 | 114856 | ***Dusp1*** | 0.339 | 0.000 | 25493 | ***Nfkbia*** | 25 | 0.015 |
| 10 | 315579 | ***Ubash3b*** | 0.058 | 0.020 | 25493 | ***Nfkbia*** | 0.339 | 0.015 | 79240 | ***Nr4a1*** | 25 | 0.000 |
| 11 | 311183 | ***Fnbp4*** | 0.056 | 0.003 | 25589 | ***Kdr*** | 0.337 | 0.000 | 114856 | ***Dusp1*** | 24 | 0.000 |
| 12 | 24409 | ***Grin2a*** | 0.051 | 0.001 | 24253 | ***Cebpb*** | 0.337 | 0.000 | 24253 | ***Cebpb*** | 22 | 0.000 |
| 13 | 297942 | ***Pnisr*** | 0.050 | 0.000 | 24323 | ***Edn1*** | 0.334 | 0.001 | 24323 | ***Edn1*** | 20 | 0.001 |
| 14 | 25589 | ***Kdr*** | 0.048 | 0.000 | 310553 | ***Tlr2*** | 0.330 | 0.000 | 114090 | ***Egr2*** | 20 | 0.000 |
| 15 | 114856 | ***Dusp1*** | 0.047 | 0.000 | 114851 | ***Cdkn1a*** | 0.327 | 0.000 | 100360880 | ***Fosb*** | 20 | 0.000 |
| 16 | 171071 | ***Ppp1r15a*** | 0.046 | 0.002 | 25491 | ***Nes*** | 0.324 | 0.009 | 24517 | ***Junb*** | 20 | 0.000 |
| 17 | 304832 | ***Cdc73*** | 0.045 | 0.002 | 79240 | ***Nr4a1*** | 0.321 | 0.000 | 25589 | ***Kdr*** | 19 | 0.000 |
| 18 | 292793 | ***Sbsn*** | 0.044 | 0.017 | 24471 | ***Hspb1*** | 0.321 | 0.000 | 24409 | ***Grin2a*** | 17 | 0.001 |
| 19 | 24253 | ***Cebpb*** | 0.042 | 0.000 | 24472 | ***Hspa1a*** | 0.319 | 0.000 | 310553 | ***Tlr2*** | 16 | 0.000 |
| 20 | 114090 | ***Egr2*** | 0.040 | 0.000 | 114090 | ***Egr2*** | 0.319 | 0.000 | 25504 | ***Oxt*** | 16 | 0.000 |
| 21 | 24716 | ***Ret*** | 0.040 | 0.038 | 63879 | ***Xiap*** | 0.318 | 0.003 | 266734 | ***Npas4*** | 16 | 0.005 |
| 22 | 296368 | ***Ube2c*** | 0.040 | 0.039 | 25504 | ***Oxt*** | 0.311 | 0.000 | 58853 | ***Nr4a3*** | 15 | 0.000 |
| 23 | 308097 | ***Tagap*** | 0.037 | 0.011 | 58853 | ***Nr4a3*** | 0.310 | 0.000 | 29707 | ***Gabra5*** | 15 | 0.006 |
| 24 | 25062 | ***Gpd2*** | 0.035 | 0.002 | 170496 | ***Lcn2*** | 0.308 | 0.006 | 114851 | ***Cdkn1a*** | 14 | 0.000 |
| 25 | 63879 | ***Xiap*** | 0.034 | 0.003 | 25620 | ***Crem*** | 0.308 | 0.000 | 25491 | ***Nes*** | 14 | 0.009 |
| 26 | 24539 | ***Lpl*** | 0.034 | 0.021 | 29376 | ***Irs2*** | 0.308 | 0.000 | 24471 | ***Hspb1*** | 14 | 0.000 |
| 27 | 170496 | ***Lcn2*** | 0.033 | 0.006 | 100360880 | ***Fosb*** | 0.307 | 0.000 | 63879 | ***Xiap*** | 13 | 0.003 |
| 28 | 25248 | ***Cnr1*** | 0.031 | 0.000 | 24409 | ***Grin2a*** | 0.307 | 0.001 | 25635 | ***Mc4r*** | 13 | 0.015 |
| 29 | 304268 | ***Rasl11a*** | 0.031 | 0.000 | 29175 | ***Ctsk*** | 0.306 | 0.024 | 25695 | ***Cebpd*** | 13 | 0.001 |
| 30 | 81670 | ***Gpt*** | 0.031 | 0.001 | 25635 | ***Mc4r*** | 0.305 | 0.015 | 25187 | ***Htr2c*** | 13 | 0.000 |

# Supplementary material for: Striatal transcriptomic alterations immediately after short-term abstinence from methamphetamine self-administration in rats
**Source:** Mol Brain. 2025 Nov 4;18:82. doi: 10.1186/s13041-025-01249-z
**Supplement:** Supplementary file 7 — Supplementary Material 7

**Table S10.** List of 50 hub genes in 317-PPI network

# Supplementary material for: Striatal transcriptomic alterations immediately after short-term abstinence from methamphetamine self-administration in rats
**Source:** Mol Brain. 2025 Nov 4;18:82. doi: 10.1186/s13041-025-01249-z
**Supplement:** Supplementary file 8 — Supplementary Material 8

| **No.** | **EntrezID** | **Symbols** | **Name** | **FDR** | **No.** | **EntrezID** | **Symbols** | **Name** | **FDR** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | 25026 | *Adm* | adrenomedullin | 0.006 | 31 | 24409 | *Grin2a* | glutamate ionotropic receptor NMDA type subunit 2A | 0.001 |
| 2 | 24179 | *Agt* | angiotensinogen | 0.000 | 32 | 29430 | *Hap1* | huntingtin-associated protein 1 | 0.046 |
| 3 | 54323 | *Arc* | activity-regulated cytoskeleton-associated protein | 0.000 | 33 | 24472 | *Hspa1a* | heat shock 70kD protein 1A | 0.000 |
| 4 | 65036 | *Bche* | butyrylcholinesterase | 0.039 | 34 | 24471 | *Hspb1* | heat shock protein family B (small) member 1 | 0.000 |
| 5 | 24224 | *Bcl2* | BCL2, apoptosis regulator | 0.009 | 35 | 25187 | *Htr2c* | 5-hydroxytryptamine receptor 2C | 0.000 |
| 6 | 29131 | *Cartpt* | CART prepropeptide | 0.000 | 36 | 361673 | *Ifitm3* | interferon induced transmembrane protein 3 | 0.015 |
| 7 | 114851 | *Cdkn1a* | cyclin-dependent kinase inhibitor 1A | 0.000 | 37 | 24517 | *Junb* | JunB proto-oncogene, AP-1 transcription factor subunit | 0.000 |
| 8 | 24253 | *Cebpb* | CCAAT/enhancer binding protein beta | 0.000 | 38 | 81813 | *Klf10* | Kruppel-like factor 10 | 0.000 |
| 9 | 25695 | *Cebpd* | CCAAT/enhancer binding protein delta | 0.001 | 39 | 361506 | *Leng8* | leukocyte receptor cluster member 8 | 0.000 |
| 10 | 299314 | *Cfp* | complement factor properdin | 0.023 | 40 | 366960 | *Maff* | MAF bZIP transcription factor F | 0.002 |
| 11 | 301434 | *Clk1* | CDC-like kinase 1 | 0.009 | 41 | 25635 | *Mc4r* | melanocortin 4 receptor | 0.015 |
| 12 | 25248 | *Cnr1* | cannabinoid receptor 1 | 0.000 | 42 | 361508 | *Mzf1* | myeloid zinc finger 1 | 0.000 |
| 13 | 81646 | *Creb1* | cAMP responsive element binding protein 1 | 0.017 | 43 | 29227 | *Nfib* | nuclear factor I/B | 0.000 |
| 14 | 25620 | *Crem* | cAMP responsive element modulator | 0.000 | 44 | 25493 | *Nfkbia* | NFKB inhibitor alpha | 0.015 |
| 15 | 25420 | *Cryab* | crystallin, alpha B | 0.005 | 45 | 288475 | *Nptx2* | neuronal pentraxin 2 | 0.000 |
| 16 | 114587 | *Dlk1* | delta like non-canonical Notch ligand 1 | 0.046 | 46 | 79240 | *Nr4a1* | nuclear receptor subfamily 4, group A, member 1 | 0.000 |
| 17 | 60587 | *Dusp4* | dual specificity phosphatase 4 | 0.000 | 47 | 58853 | *Nr4a3* | nuclear receptor subfamily 4, group A, member 3 | 0.000 |
| 18 | 171109 | *Dusp5* | dual specificity phosphatase 5 | 0.000 | 48 | 25504 | *Oxt* | oxytocin/neurophysin I prepropeptide | 0.000 |
| 19 | 116663 | *Dusp6* | dual specificity phosphatase 6 | 0.018 | 49 | 29433 | *Pak3* | p21 (RAC1) activated kinase 3 | 0.003 |
| 20 | 24329 | *Egfr* | epidermal growth factor receptor | 0.002 | 50 | 287422 | *Per1* | period circadian regulator 1 | 0.000 |
| 21 | 24330 | *Egr1* | early growth response 1 | 0.000 | 51 | 63840 | *Per2* | period circadian regulator 2 | 0.000 |
| 22 | 114090 | *Egr2* | early growth response 2 | 0.000 | 52 | 360814 | *Rasal1* | RAS protein activator like 1 | 0.049 |
| 23 | 25129 | *Egr4* | early growth response 4 | 0.000 | 53 | 29481 | *Rgs9* | regulator of G-protein signaling 9 | 0.000 |
| 24 | 290639 | *Fcho1* | FCH and mu domain containing endocytic adaptor 1 | 0.000 | 54 | 361696 | *Rps6kb2* | ribosomal protein S6 kinase B2 | 0.000 |
| 25 | 314322 | *Fos* | Fos proto-oncogene, AP-1 transcription factor subunit | 0.000 | 55 | 84402 | *Sfrp1* | secreted frizzled-related protein 1 | 0.013 |
| 26 | 100360880 | *Fosb* | FosB proto-oncogene, AP-1 transcription factor subunit | 0.000 | 56 | 29482 | *Slc1a2* | solute carrier family 1 member 2 | 0.006 |
| 27 | 25451 | *Gabrb2* | gamma-aminobutyric acid type A receptor beta 2 subunit | 0.036 | 57 | 54305 | *Sstr2* | somatostatin receptor 2 | 0.000 |
| 28 | 291005 | *Gadd45g* | growth arrest and DNA-damage-inducible, gamma | 0.000 | 58 | 499016 | *Tulp4* | TUB like protein 4 | 0.001 |
| 29 | 83585 | *Gda* | guanine deaminase | 0.026 | 59 | 24877 | *Vsnl1* | visinin-like 1 | 0.008 |
| 30 | 25062 | *Gpd2* | glycerol-3-phosphate dehydrogenase 2 | 0.002 | 60 | 353227 | *Zbtb16* | zinc finger and BTB domain containing 16 | 0.027 |

Table S11. List of 60 addiction-related genes in 317-PPI network

How the deposited data were processed for this re-analysis (not part of the article)

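Gene expression was measured by RNA sequencing in the striatum of 12 rats, 4 MA12, 4 MA24 and 4 that the labels call non-addicted after 16 days of MA self-administration. The paper does not mention the non-addicted rats, and their results are given only after the article. The S and M rats were not analysed here, so no contrast with S or M was computed. All samples were mapped by their labels, which carry the group and the rat number.

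The authors trimmed the reads with Cutadapt, aligned them to rn6 with STAR, counted them per gene with featureCounts, and deposited the raw counts of 17337 genes, without normalization. All 12 columns of the table were used. Of the genes, 14725 had at least 1 count in any of the 12 libraries. Total counts per rat lay between 17908962 and 23850284, and between 19043710 and 23718399 in the non-addicted rats. At this depth, a gene with a mean count near 4 is measured with a large counting error. The way the counting treated strands and reads with several positions is not named in the paper's text. No reference of the rn6 build was used, so no coordinates are given, and genes carry the symbols of the table.

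The counts were analysed with edgeR 4.0.16 in R 4.3.3. The paper's filters are not defined further in its text, so the use of a mean count and of log2 CPM is a reading of them. For each pair of groups, genes with a mean count above 4 over the 8 libraries were kept, and the 15% with the lowest variance of log2 CPM were removed. This left 10754 genes for MA24 vs. MA12, 10758 for non-addicted vs. MA12 and 10744 for non-addicted vs. MA24. Libraries were scaled by TMM and compared with glmQLFit and glmQLFTest, with only the 2 groups in the fit. DEGs had a Benjamini-Hochberg adjusted p below 0.05 and an FC of at least 1.5. The paper used the same thresholds, TMM and edgeR, with one FDR per gene over its 4 groups (Table S1), while here each pair of groups was tested directly. Levels are log2 CPM with a prior count of 2. Single genes and scores were compared with two-sided exact permutation tests over the 70 splits of 4 rats against 4, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Relations across the 12 libraries were tested with 100000 permutations.

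The fit was tested on simulated counts for the 10754 genes, drawn from the means, dispersions and library sizes of the MA12 and MA24 rats, with 200 genes changed 2-fold. The quasi-likelihood test called 157 genes, recovered 152 of the 200 changed genes (76%) and made 5 false calls. DESeq2 recovered 161 with 8 false calls, and edgeR's likelihood ratio test recovered 159 with 17 false calls.

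Scores per rat were the mean over a gene list of log2 CPM centred per gene. The lists were clock genes (evening arm minus morning arm), the genes of Table S2 raised in M vs. S, and markers of hypothalamus, cortex, thalamus, choroid plexus and striatal projection neurons. Lists of vascular and ependymal markers, and the clock score of the non-addicted rats, were added after the results were seen.

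Genes were named by a rule: the 11 key genes of Fig. 2E, *Egfr* and any other of the 20 key genes past the threshold in MA24 vs. MA12, genes of the lists, and in each comparison the 5 largest rises and 5 largest falls among DEGs whose groups did not overlap and whose mean count was at least 50. Alternatives were DESeq2 1.42.0, RLE factors, the likelihood ratio test, other filters, all 3 groups in the fit, each rat left out in turn, and rats of one kind of number (ending in N or not). Groups, the tests of DEGs, key genes and the paper's list, the scores not named above as added, the naming rule and these alternatives were set before the data were examined. The kind of rat number as a covariate was added after the data were seen.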

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

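The tests of splits of the rats, of vascular and ependymal cells, and of clock genes in the non-addicted rats were chosen only after the results were seen, as was the use of the clock score to explain DEGs.

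Clock genes, of which the paper lists *Per1* and *Per2* among its ARGs without describing a change, differed between the abstinence groups. The score of evening-arm minus morning-arm genes (13 of the 16 symbols had a value) was -0.41 ± 0.10 in MA12 and 0.20 ± 0.17 in MA24 (SD, n = 4 rats each), a difference of 0.61 on the log2 scale with no overlap. The exact permutation p was 0.0286, the smallest that 4 rats against 4 allow. Of the clock genes tested, *Ciart* (log2FC 0.98), *Per2* (0.96) and *Dbp* (0.66) were higher in MA24 and *Arntl* (-0.61) was lower, all DEGs by edgeR's quasi-likelihood test. In all, 6 of 7 evening-arm genes were higher and 3 of 5 morning-arm genes were lower. The non-addicted rats also stood apart from MA12, by 0.61 (exact permutation p = 0.0286), but not from MA24, where the difference was 0.00 (exact permutation p = 1). MA12 and MA24 rats were killed 12 h apart after their last session, so the time of day of collection is a candidate explanation, and the score test fits it. The design gives no way to separate time of day from the length of abstinence, and whether the sessions of the groups were at one time of day is not known from the labels. With only the rats numbered with N in the fit, *Per2*, *Ciart* and *Arntl* were still DEGs and *Dbp* was not (log2FC 0.56). With the kind of rat number as a covariate, chosen after seeing the data, only *Arntl* was. Over all alternatives, the adjusted p (edgeR or DESeq2) ranged from 4.77e-04 to 0.0992 for *Per2*, from 1.00e-05 to 0.0705 for *Ciart*, from 5.13e-06 to 0.0522 for *Dbp* and from 5.32e-05 to 0.0204 for *Arntl*. *Arntl* fell below the FC threshold without MA12 rat 7N and without MA24 rat 16N (log2FC -0.56 in each). *Dbp* fell below it without MA12 rat 21 (log2FC 0.579).

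The non-addicted rats, which the paper does not report on, had 27 DEGs against MA12, 11 higher and 16 lower, and 1327 genes at an unadjusted p below 0.05. Of the 35 splits of these 8 rats into 4 and 4, 2 gave at least as many DEGs. The other split set non-addicted rats 9 and 13 with MA12 rats 4N and 7N against the rest and gave 28. It parts the MA12 rats with N from those without, but sets non-addicted rats 9 and 13, which have no N, with the former. On the first principal component of the 12 libraries, rats 9, 13, 4N and 7N lay at -2.07, 5.01, 5.22 and 5.56. Rats 11, 12, 21 and 31 lay at -24.3, -19.1, -24.8 and -23, so the split goes with this component. Whether it follows the rat numbers was not tested. By the number of splits alone, the count of 27 cannot be told apart from another grouping of the rats. With only the rats numbered without N, which leaves 2 MA12 rats, there were 63 DEGs. The largest rises were *Zbtb16* (log2FC 1.90, SE 0.26, adjusted p = 0.00292, edgeR), *Per2* (1.04), *Ciart* (1.00), *Camk1g* (0.77) and *Ltk* (0.77). The largest falls were *Mmp14* (-1.27), *Abcc9* (-1.10), *Kdr* (-1.08), *Kcns2* (-0.95) and *Tgfbr2* (-0.94). For each of these the 4 non-addicted rats lay apart from the 4 MA12 rats. Of the 27 DEGs, 10 were also DEGs in MA24 vs. MA12, all in the same direction from MA12. Time of day may contribute, since the clock score differed (exact permutation p = 0.0286). A share of vascular cells was tested with 17 markers that were not among the DEGs, and their score was lower by 0.35 (exact permutation p = 0.0857). Collection close to a session would raise the genes that the paper found raised in M, and their score differed by 0.09 (121 genes, exact permutation p = 0.657).

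Against MA24, the non-addicted rats had 49 DEGs, 35 higher and 14 lower, and 1879 genes at an unadjusted p below 0.05. Only the real split, 1 of 35, gave as many. The largest number from another split was 26. *Kcnj6* (log2FC 1.86, SE 0.39, adjusted p = 0.0364, edgeR), *Crb2* (1.80), *Clca1* (1.79), *Sfrp1* (1.57) and *Smoc2* (1.43) rose most. *Rmrp* (-1.77), *Ifi27* (-0.94), *Kdr* (-0.85), *Car4* (-0.83) and *Egflam* (-0.80) fell most. The clock scores were alike (exact permutation p = 1), which gives no sign of a difference in time of day but does not exclude one, since a single score can take the same value at 2 times of a cycle and the collection time of the non-addicted rats is not known. Neither did the score of genes raised in M vs. S differ (-0.01, exact permutation p = 0.886). Vascular markers outside the DEGs were lower by 0.33 (exact permutation p = 0.0571), and 7 ependymal markers outside the DEGs were higher by 0.75 (exact permutation p = 0.0857). Neither passes 0.05 in a design whose smallest p is 0.0286. All MA24 rats and none of the non-addicted rats have a number with N, so a difference between cohorts cannot be told apart from the group.

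Among 144 groups of 4 rats examined for a rat far from the others (Dixon's ratio above its 95% critical value), 5 stood out, where chance gives 7.2. MA12 rat 7N had the highest *Fos* level of its group (ratio 0.859), with 450 counts against 149 to 200. MA24 rat 16N had 25 counts of *Oxt* against 0 to 1 (ratio 0.846), and 48 of *Clca1* against 22 to 29 (ratio 0.881). *Pnpla1* was low in MA12 rat 21, with 124 counts against 233 to 327 (ratio 0.96), and high in non-addicted rat 13, with 291 against 84 to 118 (ratio 0.92). The number of such rats does not exceed what chance gives, and no biological explanation was tested.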

How the results depend on the processing

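The number of DEGs in MA24 vs. MA12 (264) stayed between 195, without the variance filter, and 380, with the likelihood ratio test, under 7 other choices of normalization, test, filter and groups in the fit. It ranged from 129 to 436 across the fits that each left out one rat. With only the rats numbered with N, 116 genes were DEGs, 68 higher and 48 lower, against 79 and 185 with all rats, and 81 of the 116 were among the 264. With the kind of rat number as a covariate, chosen after seeing the data, there were 47 DEGs, 25 higher and 22 lower, of which 37 were among the 264. All MA24 rats have N, so both fits compare them with MA12 rats 4N and 7N, with less power than all rats give. In each of these fits 263 of the 264 genes had the same sign as with all rats and no covariate. For 220 of the 264 the groups did not overlap, so a part of the same rats could hardly change the sign. The shared sign is therefore not a separate check. The cause of the lower counts was not tested.

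Of the genes on the paper's list, 231 passed the threshold. The count ranged from 113 to 248 when one rat was left out, and was 297 with the p-value adjusted over the list alone.

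DEGs in non-addicted vs. MA12 (27) numbered 72 with DESeq2, 87 with the likelihood ratio test, 12 without a filter, 4 with at least 10 counts in every library, 5 without the variance filter and 63 with only rats numbered without N. They ranged from 8 to 93 with one rat left out. DEGs in non-addicted vs. MA24 (49) numbered 116 with DESeq2, 163 with the likelihood ratio test and 10 without a filter. There were 0 with at least 10 counts in every library (2146 at an unadjusted p below 0.05), 0 without the variance filter (2229) and 0 with all 3 groups in the fit (2066), and from 0 (1211 at an unadjusted p below 0.05) to 187 with one rat left out. The cause was not tested.

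Among the 11 key genes, 2 passed the threshold in MA24 vs. MA12, and 1 with only the rats numbered with N or with the kind of rat number as a covariate, where *Creb1* no longer passed. From 1 to 3 passed with one rat left out. The log2FC of *Cartpt* (-0.58) reversed to 0.49 with only the rats numbered with N and to 0.47 with the kind of rat number as a covariate. Both fits compare MA24 with the MA12 rats numbered with N, so they are not separate checks. With one rat left out, the log2FC ranged from -0.26 to 0.10 for *Egr1*, from -0.88 to 0.28 for *Egr2* and from -0.38 to 0.52 for *Nr4a1*, in each case positive without MA12 rat 7N. With only the rats numbered with N these were -0.33, -0.99 and -0.58, and with the kind of rat number as a covariate -0.34, -1.01 and -0.59. For *Htr2c* it ranged from -0.041 to 0.15 with one rat left out, and was 0.24 with only the rats numbered with N and 0.23 with the covariate. Of 142 values of the key genes under alternatives, 127 kept their direction and their side of the threshold, 5 of *Creb1* lost the call, 3 of *Bcl2* gained it, and 7 reversed. For the other 14 genes named in MA24 vs. MA12, 197 of 237 values kept both and 40, of 10 genes, lost the call. For the 10 genes named in non-addicted vs. MA12, 38 of 160 values lost the call, and for the 10 in non-addicted vs. MA24, 77 of 150. None of these genes reversed. All had groups without overlap, so leaving out a rat or keeping one kind of rat number could hardly reverse them.

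The difference in clock score was 0.54 to 0.67 over 10 alternatives in MA24 vs. MA12 and 0.55 to 0.68 in non-addicted vs. MA12, a comparison chosen after seeing the data, as was the next. These groups do not overlap, so leaving out a rat cannot move the exact permutation p from its smallest value. In non-addicted vs. MA24 it stayed near 0, at -0.073 with the median over genes, -0.037 without *Per1*, *Per2* and *Nfil3*, and from -0.0605 to 0.0745 with one rat left out. The score of genes raised in M vs. S ranged from -0.0144 to 0.17 in non-addicted vs. MA12 and from -0.11 to 0.0732 in non-addicted vs. MA24 with one rat left out, and was 0.0012 in the latter with the median over genes. The marker scores in MA24 vs. MA12 passed no threshold under 45 alternative values. With one rat left out, the hypothalamus score ranged from -0.26 to 0.0182, the cortex score from -0.0253 to 0.27 (-0.0124 with the median over genes) and the striatal projection neuron score from -0.0445 to 0.0431.

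The correction for transcript length and GC content was not run, because no lengths or GC contents of the authors' annotation were used here. Without MA24 rat 16N, *Oxt* fell below the filter on counts and has no value. No paired analysis was possible because the rats of each group carry different numbers. *Oxt* had 0 to 25 counts per MA12 or MA24 rat, so its values rest on few reads and on the spread among rats.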

Differences from the paper's values

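The numbers of DEGs in MA24 vs. MA12 and the log2FC of the 11 key genes did not differ from the paper's by more than the limits used here. The paper's list holds 318 genes, against 264 DEGs here. Among the alternatives, 328 genes were DEGs with DESeq2 and 380 with the likelihood ratio test. Leaving out MA12 rat 7N gave 393, and leaving out MA24 rat 9N gave 436. Another 8 alternatives gave counts below the limits used here. These were 196 with at least 10 counts in every library, 195 without the variance filter, 116 with only the rats numbered with N, and 151, 206, 129, 209 and 194 without MA12 rat 21, MA12 rat 31, MA24 rat 14N, MA24 rat 15N and MA24 rat 16N. The kind of rat number as a covariate, chosen after seeing the data, gave 47.

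For MA24 vs. MA12, *Bcl2*, *Fos* and *Oxt* are on the paper's list and did not pass here with the p-value adjusted over all genes tested. *Bcl2* passed with the p-value adjusted over the 11 key genes (0.0202, edgeR). Over all genes, it passed with DESeq2 (adjusted p = 0.0374), with the likelihood ratio test (adjusted p = 0.0347) and without MA12 rat 31 (adjusted p = 0.0338), all of these set before the data were examined. Under the other alternatives *Bcl2* did not pass, with an adjusted p of up to 0.197 (edgeR). *Fos* had adjusted p-values from 0.0734 to 0.856 and *Oxt* from 0.464 to 0.848 across the alternatives. Of the genes on the paper's list, 270 passed with the likelihood ratio test and 297 with the p-value adjusted over the list alone, against 231 with the quasi-likelihood test over all genes.

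The paper states that *Oxt* fell further from MA12 to MA24. The log2FC here was 0.83 (SE 1.10), and its sign rests on MA24 rat 16N, with 25 counts against 1, 1 and 0 in the other MA24 rats. The mean level in log2 CPM was lower in MA24 (-2.14) than in MA12 (-2.05). Without rat 16N the gene has no value, so the direction is not settled by these counts. The paper's Table S1 gives -2.43 for MA12 and -1.60 for MA24 against S. The paper states that *Fos* fell further, and the fall here (-0.80) was within the spread among rats.

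The paper reports no phase-specific change of *Grin2a* by its analysis of variance over 4 groups. Between MA24 and MA12 alone, its log2FC was -1.25 (adjusted p = 0.00471, edgeR).

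The paper describes a further decline of *Cartpt* through MA12 and MA24. Between MA12 and MA24 the log2FC was -0.58 (adjusted p = 0.383, edgeR). The paper describes a rise of *Agt* that is present in MA24 and absent in MA12. The log2FC between these groups was 0.15 (adjusted p = 0.248, edgeR, without the variance filter). The paper's Table S1 gives 0.52 for MA12 and 0.67 for MA24 against S. These values lie on either side of the log2FC threshold of 0.585, so *Agt* was already higher in MA12 by the paper's own values.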

Other observations

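Apart from the marker scores and the clock score in MA24 vs. MA12, the tests of this part were chosen only after the results were seen, and that of *Oxt* after its counts but not its relation to other markers had been seen.

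The 264 DEGs in MA24 vs. MA12 were not matched by any other split of the 8 rats. Of the 35 splits into 4 and 4, 1 gave as many, the real one, and the largest count from another split was 2. Library size did not differ between the groups (exact permutation p = 0.8). The 10 genes with the most counts held 5.14% of the counts in MA12 and 6.02% in MA24 on average (exact permutation p = 0.0571), and at most 6.26% in any rat. Marker scores of hypothalamus, cortex, thalamus and choroid plexus did not differ (exact permutation p = 0.929 for each after adjustment over the 5 lists), nor did that of striatal projection neurons (adjusted p = 1, exact permutation test). These tests leave the rat numbers aside. The 2 MA12 rats without N lay apart from all 6 rats with N in the scores of thalamus (0.40 and 0.32 against -0.36 to -0.12), choroid plexus (0.54 and 0.01 against -0.92 to -0.13) and striatal projection neurons (-0.09 and -0.11 against -0.02 to 0.15). The ependymal score also parted them (0.40 and 0.55 against -0.84 to 0.22). So did the share of counts in the 10 genes with the most counts (4.65% and 4.59% against 5.37% to 6.26%). The non-addicted rats, all without N, had thalamus scores from -0.41 to 0.79 and choroid plexus scores from -0.34 to 1.70. Their striatal projection neuron scores were -0.18 to 0.08 and their ependymal scores -0.38 to 0.86. Except for thalamus, rat 13 lay among the rats with N, and rats 9, 11 and 12 lay apart from them. Whether tissue composition goes with the rat numbers was not tested, so a difference of that kind is not excluded. Time of day of collection may contribute, since the clock score separated the groups (exact permutation p = 0.0286).

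A difference between cohorts of rats, as the letter N in the rat numbers might mark, was examined within MA12, where 2 rats have the letter and 2 do not. Of the 185 genes lower in MA24, 83.8% were also lower in the MA12 rats with N than in those without, with a median difference of -0.20 on the log2 scale. For all genes tested, the share was 54.1%. Of the 79 genes higher in MA24, only 44.3% were also higher in the MA12 rats with N, with a median difference of -0.02, which goes against a cohort difference for those genes. Pairing the MA12 rats in other ways gave shares of 78.9% and 58.9% for the lower genes, with median differences of -0.12 and -0.03. For the lower genes the letter thus gave the largest share and shift. For the higher genes the other pairings gave 91.1% and 75.9%, so a high share is not particular to the letter. On the first principal component of the 12 libraries, MA12 rats 21 and 31 lay at -24.8 and -23, and 4N and 7N at 5.22 and 5.56. The MA24 rats lay at 11 to 26.5 and the non-addicted rats at -24.3 to 5.01. Against the MA12 rats with N alone, all 185 genes were lower in MA24 and 132 were at least 1.5-fold lower, while against those without N, 176 were at least 1.5-fold lower. For the 79 genes higher in MA24, 64 were at least 1.5-fold higher than the rats with N and 60 than those without. The genes were chosen with these same rats, which raises these counts, so no conclusion is drawn from them. A cohort difference alone would leave no fall among rats that all have the letter. With only those rats in the fit, 48 genes were DEGs lower in MA24, so a cohort difference does not account for every fall. How much a cohort difference adds to the fall cannot be told apart from the groups by these tests, and the meaning of the letter is not given.

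The level of *Cartpt* was uneven within groups. It is given here as log2 CPM over the 12 libraries, which differs slightly from the values over 8 libraries given earlier. It was 2.43 and 3.25 in the MA12 rats without N, and 1.23 and 1.34 in those with N. The MA24 rats, all with N, had 1.47, 1.33, 1.21 and 2.56. The non-addicted rats, all without N, had 4.07, 3.68, 4.12 and 1.56. MA24 rat 16N lay above MA12 rat 21, and non-addicted rat 13 lay among the rats with N, so the letter does not divide the levels. The log2FC in MA24 vs. MA12 was 0.49 among the rats with N, against -0.58 with all rats, so a cohort difference may underlie the lower mean of MA24. A share of ependymal cells in the dissected tissue was tested as a second explanation, within each kind of rat number. Among the 6 rats with N, no relation of *Cartpt* to the ependymal score was detected (Pearson r = -0.38, exact permutation p = 0.425; Spearman rho = -0.26, exact permutation p = 0.658). Among the 6 rats without N, r was 0.87 (exact permutation p = 0.0222, 0.0444 adjusted over the 2 relations) and rho 0.83 (exact permutation p = 0.0583, 0.117 adjusted). Without the 2 rats farthest from the median score, which leaves 4 rats, r was 0.40 among the rats without N and -0.97 among those with N. Leaving out those rats also removes most of the range of the score, and 6 or 4 rats are too few to show that a relation is absent. The level of *Cartpt* cannot be told apart from this explanation.

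*Oxt* is a marker of the hypothalamus, and its counts in the striatal samples were low and uneven, with 42 and 32 in non-addicted rats 11 and 13, 25 in MA24 rat 16N and at most 8 in the other rats. If hypothalamic tissue in the dissection were the source, *Oxt* would rise with other hypothalamus markers. Over the 12 libraries, no relation of *Oxt* to the mean of 6 other markers was detected (Pearson r = 0.35, permutation p = 0.269; Spearman rho = 0.00, permutation p = 1), and r was 0.01 without the 2 libraries farthest from the median. A single marker, *Avp*, had 181 counts in non-addicted rat 11, the rat with the most *Oxt*, and 2 to 17 in all other rats. In the other 2 rats with more than 8 counts of *Oxt*, *Avp* had 10 and 11 counts. The mean of 6 markers does not exclude hypothalamic tissue in rat 11, whose *Oxt* counts cannot be told apart from it.

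Of the 20 key genes of Table S10, 12 had a log2FC below 0 and 8 a log2FC above 0 in MA24 vs. MA12. With the p-value adjusted over all genes, 4 passed the threshold, *Grin2a*, *Creb1*, *Egfr* (log2FC -0.98, SE 0.21, adjusted p = 0.0146, edgeR) and *Gadd45g* (-0.59, SE 0.14, adjusted p = 0.0202, edgeR). Adjusted over the 20 genes alone, 6 passed. With only the rats numbered with N, *Egfr* had an adjusted p of 0.124 and *Gadd45g* of 0.0673 (edgeR). Over all alternatives, the adjusted p ranged from 8.57e-04 to 0.125 for *Egfr* and from 0.00347 to 0.0992 for *Gadd45g*. The log2FC of *Gadd45g* ranged from -0.68 to -0.51, on both sides of the FC threshold. It fell short of that threshold with DESeq2 and with RLE factors (-0.576 in each). It also fell short without MA12 rat 31 (-0.54) or 7N (-0.51) and without MA24 rat 9N (-0.51) or 16N (-0.52).

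Relative to MA12, the non-addicted rats moved in the same direction as MA24 for 252 of the 263 genes that were DEGs in MA24 vs. MA12 and were tested in both. Both comparisons share the MA12 rats, so this number is raised by the spread of those rats alone, and it was not tested further.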
